# Combined Secretomics and Transcriptomics Revealed Cancer-Derived GDF15 is Involved in Diffuse-Type Gastric Cancer Progression and Fibroblast Activation

**DOI:** 10.1038/srep21681

**Published:** 2016-02-19

**Authors:** Takayuki Ishige, Motoi Nishimura, Mamoru Satoh, Mai Fujimoto, Masaki Fukuyo, Toshihisa Semba, Sayaka Kado, Sachio Tsuchida, Setsu Sawai, Kazuyuki Matsushita, Akira Togawa, Hisahiro Matsubara, Atsushi Kaneda, Fumio Nomura

## Abstract

Gastric cancer is classified into two subtypes, diffuse and intestinal. The diffuse-type gastric cancer (DGC) has poorer prognosis, and the molecular pathology is not yet fully understood. The purpose of this study was to identify functional secreted molecules involved in DGC progression. We integrated the secretomics of six gastric cancer cell lines and gene expression analysis of gastric cancer tissues with publicly available microarray data. Hierarchical clustering revealed characteristic gene expression differences between diffuse- and intestinal-types. GDF15 was selected as a functional secreted molecule owing to high expression only in fetal tissues. Protein expression of GDF15 was higher in DGC cell lines and tissues. Serum levels of GDF15 were significant higher in DGC patients as compared with healthy individuals and chronic gastritis patients, and positively correlated with wall invasion and lymph node metastasis. In addition, the stimulation of GDF15 on NIH3T3 fibroblast enhanced proliferation and up-regulated expression of extracellular matrix genes, which were similar to TGF-β stimulation. These results indicate that GDF15 contributes to fibroblast activation. In conclusion, this study revealed that GDF15 may be a novel functional secreted molecule for DGC progression, possibly having important roles for cancer progression via the affecting fibroblast function, as well as TGF-β.

Gastric cancer is the fifth most common cancer and the third leading cause of cancer death in the world^1^. Gastric cancer is divided into two major histological types: diffuse (undifferentiated) and intestinal (differentiated)^2^. While the incidence of the intestinal-type gastric cancer (IGC) has been decreasing worldwide, that of the diffuse-type gastric cancer (DGC) has been increasing^3^. Unlike the etiology of IGC, the role of *Helicobacter pylori* infection as a causative agent for DGC appears to be not so prominent^4^,^5^. In contrast to IGC, DGC has a poorer prognosis and occurs more frequently in younger individuals^6^,^7^. Moreover, scirrhous gastric cancer, which has an extremely poor prognosis (5-year survival rate, 10–20%), mainly consist of DGC^8^,^9^. It is considered that cancer progression of DGC and IGC may have different molecular pathologies; however, these are not yet entirely understood^10^. Thus, the further elucidation of the DGC pathogenesis is required for drug development and gastric cancer treatment.

Cancer progression is multistep processes. Recent studies indicated that cancer microenvironment has important roles for progression and metastasis^11^. There are various cell types, such as fibroblasts, macrophages, and lymphocytes in the cancer microenvironment^11^. Cancer and stromal cells interact with cell–cell adhesion molecules and communicate via autocrine and paracrine pathways by secreted proteins. In DGC, particularly scirrhous gastric cancer, it was reported that secreted growth factors released by cancer cells, such as transforming growth factor-β (TGF-β), platelet-derived growth factor (PDGF), and fibroblast growth factor-2 (FGF-2), play key roles for activation of fibroblasts, which are the predominant stromal cells in the cancer microenvironment^12^. Activated fibroblasts contribute to scirrhous gastric cancer progression by producing various growth factors^12^. Therefore, secreted proteins have important roles for the molecular pathology of DGC progression.

Here we discovered functional secreted proteins for the DGC by integrated analysis of cancer secretomics and publicly available bioinformatics resources. In this study, we identified growth/differentiation factor 15 (GDF15) as a functional molecule involved in DGC progression. Furthermore, we analyzed GDF15 effects on NIH3T3 fibroblast by transcriptomics with massively parallel sequencing.

## Results

### Bioinformatics integrated gastric cancer secretome analysis

First, to identify secreted proteins, we performed shotgun secretomics of six gastric cancer cell lines (KATO-III, OCUM-1, NUGC-4, MKN-45, MKN-7, and MKN-74). More than 400 proteins were identified on an average (average, 426) (Fig. 1A) and a total of 1,192 nonredundant proteins were identified with FDR of <0.01 (Fig. 1B). Second, we performed gene expression analysis of gastric cancer tissues with publicly available gene expression data. In this analysis, 1,181/1,192 (99%) corresponding genes could be analyzed. The distribution of fold changes of 1,181 genes were similar in 43 tissue pairs (Supplementary Figure 1A), and average and SD were 0.15 and 0.58, respectively (Supplementary Figure 1B). P-value distribution of 1,181 genes showed enrichment at small P-values (Supplementary Figure 1C), indicating significant gene expression differences of secreted proteins between cancer and adjacent non-cancerous tissues. As a result, 51 up-regulated and 31 down-regulated genes in gastric cancer tissues were identified based on the criteria of a fold change of >2.0 and a P-value of <0.01 (Fig. 2A). All 51 up-regulated genes are shown in Supplementary Table 5. Gene enrichment analysis of 51 up-regulated genes showed that the extracellular space was the most enriched cellular component (Fig. 2B). Searching for molecular functions of the 51 genes, growth factor activity and cytokines (*EREG*, *GDF15*, *IGF2*, and *SPP1*), which have important roles in cancer-stromal interaction, and peptidase, and peptidase inhibitor (*GGH*, *MMP7*, *MMP9*, *TIMP1*, *SERPINB5*, *SERPINE1*, and *SERPINH1*), which are involved in matrix remodeling, were observed in this up-regulated gene list. Next, we performed cluster analysis of the 51 up-regulated genes for histological classification. In this analysis, we used gene expression data of six gastric cancer cell lines to elusidate the expression signature originated from cancer cell. This cluster analysis revealed different gene expression patterns between DGC and IGC cell lines (Fig. 2C). In these gene expression patterns, 15 up-regulated genes were observed in DGC cell lines (Table 1), and these were identified as DGC related genes.

### GDF15 is involved in DGC progression

To search for the distribution and the specificity of protein expression in various normal tissues, 15 DGC related genes were analyzed using two proteome databases, Human Protein Atlas^13^ and Human Proteome Map^14^. We selected GDF15 for further analysis by the following criteria: 1) negative to low expression in adult tissues and 2) high expression in fetal tissues (Supplementary Figures 2 and 3). Immunoblotting of the six gastric cancer cell lines showed higher GDF15 protein expression of DGC cell lines (KATO-III, OCUM-1, NUGC-4, and MKN-45) than that of IGC cell lines (MKN-7 and MKN-74) (Fig. 3A). Immunohistochemistry also revealed high expression in DGC (signet ring cell carcinoma) (Fig. 3B). In addition, reanalyzing previously reported microarray data of DGC and IGC tissues (GSE22377), mRNA expression of GDF15 was 1.6-fold higher in DGC tissues (Welch’s T-test, P = 0.035, data not shown)^15^.

Furthermore, we analyzed serum levels of GDF15 using ELISA. Serum levels of GDF15 were significantly higher in DGC patients (mean ± SD, 1,159 ± 579 pg mL^−1^) as compared with healthy volunteers (383 ± 110 pg mL^−1^) and gastritis patients (855 ± 360 pg mL^−1^) (Fig. 4A). Analyzing subgroups in 62 DGC patients, GDF15 correlated with tumor invasion (Fig. 4B) and was significantly higher in lymph node metastasis positive patients (N0, 885 ± 354 pg mL^−1^ vs. N1−3, 1,415 ± 635 pg mL^−1^) (Fig. 4C).

### GDF15 contributes to NIH3T3 fibroblast activation

GDF15 is a member of the TGF-β superfamily, sharing the type II receptor for signaling^16^,^17^. Because TGF-β is involved in fibroblast activation and DGC progression, we analyzed whether the effect of GDF15 on NIH3T3 fibroblast was similar to that of TGF-β. NIH3T3 has been used to analyze TGF-β influence on fibroblast in previous cancer studies^18^.

Proliferation of NIH3T3 fibroblast was significantly promoted by GDF15 as well as TGF-β (Fig. 5A). Transcriptome analysis (a total of 15,554 genes) identified 45 differentially expressed genes (33 up- and 12 down-regulated) (Fig. 5B). 

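NIH3T3 is an established line of mouse embryonic fibroblasts. The cells were left in serum-free medium without stimulation (CTRL) or were stimulated for 24 h, either with GDF15 at 100 ng/mL or with TGF-β at 4 ng/mL. RNA samples were pooled within each treatment, 3 were prepared per treatment, and 1 stranded mRNA library was sequenced per treatment. The deposited values are FPKM, which the authors calculated with Cufflinks and restricted to protein coding genes reviewed in UniProt. The aligner and the genome build are not named in the paper's text. The table holds 15554 rows with 15513 gene symbols, because 26 symbols occupy 67 rows. FPKM summed to 331179 in CTRL, 306603 in GDF15 and 310599 in TGF-β. The number of genes listed at 0 was 3719, 3633 and 3745 in the same order, and 2823 rows were at 0 in all 3 libraries. Total read numbers were not analysed here. Low FPKM values rise in steps of a single fragment, and from these steps the depth, in units of 1e6 fragments, was estimated at 17.0 for CTRL, 20.0 for GDF15 and 16.4 for TGF-β. Changes were calculated as differences of log2(FPKM + 1), which understates the change of genes with low FPKM. With 1 pooled library per treatment, no difference has a replicate check within these libraries, and no p-value is given for a difference between treatments. The paper reports qRT-PCR of 9 ECM genes separately, which was not analysed here. In place of a replicate error, each change was set against the local spread, which is the scaled median absolute deviation of the change over the genes nearest in mean expression. Its median over the 9226 genes with a mean FPKM of at least 1 was 0.21 for GDF15 and 0.22 for TGF-β on the log2 scale. Part of this spread follows transcript length. Across the 5404 genes with a mean FPKM of at least 10, which are not independent replicates, the change by GDF15 rose with the length of the longest coding transcript in GENCODE M21 (Spearman's rho 0.52), and the change by TGF-β rose less (rho 0.26). The median change by GDF15 was -0.39 for transcripts of up to 800 bases and 0.20 for those over 8000 bases.

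**Figure D1:**
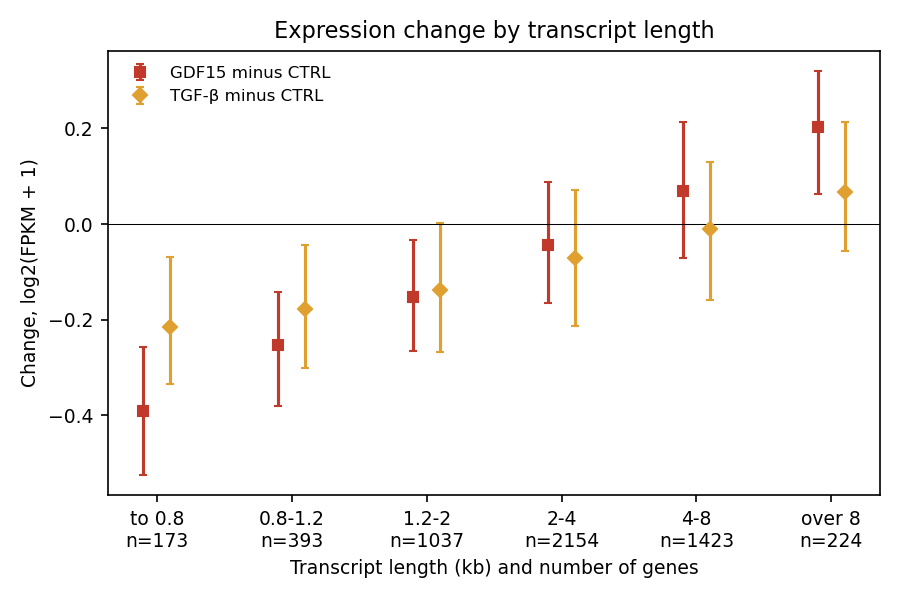
Change in expression on the log2(FPKM + 1) scale against CTRL (vertical axis) in classes of transcript length (horizontal axis, kb) for genes with a mean FPKM of at least 10. Squares (GDF15) and diamonds (TGF-β) are medians over genes and bars span the first to the third quartile of genes; the median for GDF15 goes from -0.39 in the shortest class to 0.20 in the longest, and that for TGF-β from -0.22 to 0.07.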

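On this scale, 45 genes differed more than 2-fold between GDF15 and CTRL, 33 higher and 12 lower. They are the 45 genes displayed in Fig. 5C, and 0 further genes passed the criterion. The changes of the up-regulated genes ran from 1.01 to 3.45 and those of the down-regulated genes from -1.89 to -1.10. The genes were selected by the 2-fold criterion, which alone is several times the median local spread. Less the median change of the genes nearest in mean expression, each change was between 4.22 and 16.5 times their local spread, so the low end follows from the selection. The largest was that of *C1qtnf3* (chromosome 15 of GRCm38, 10952332 to 10980150), with an FPKM of 0.124 in CTRL, 11.3 in GDF15 and 24.6 in TGF-β. Its CTRL value corresponds to an estimated 4.94 fragments. *Prl2c3* (chromosome 13, 12790816 to 12800079) had the largest decrease, from an FPKM of 105 to 27.5. The file itself gives no coordinates, and those given here are from GENCODE M21. Of the 33 up-regulated genes, 8 lay below 1.1, and 8 genes outside the list lay between 0.9 and 1 in absolute change. The FPKM in CTRL was below 1 for 6 of the 45 genes. *Sned1* and *Mterfd2*, which fell by 1.59 and 1.58, overlap on opposite strands of chromosome 1 over 1855 bases of exon (93235841 to 93301065 and 93299211 to 93305915), and reads of one could be counted for the other. *Lgals6* and *Raet1b* were near 0 in CTRL (FPKM 8.4e-05 and 0.000567) and have near-identical paralogs. *Lgals4* was lower in GDF15 than in CTRL, whereas no paralog of *Raet1b* was. The choice of pseudocount moved the number of genes most. All 45 genes passed the criterion with a pseudocount of 0.1 too, but so did others, 315 genes in all. After removal of the trend with transcript length and GC content, an alternative chosen after seeing the data, 35 of the 45 genes stayed over 2-fold.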

GDF15 and TGF-β stimulation displayed similar expression patterns in these 45 differentially expressed genes (Fig. 5C). 

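Between TGF-β and CTRL, 142 genes differed more than 2-fold, 90 higher and 52 lower. Of the 45 differentially expressed genes, 44 changed in the same direction by GDF15 and TGF-β, and 40 passed 2-fold by both. The exception was *Rmnd1* (chromosome 10 of GRCm38, 4401915 to 4432388), whose FPKM was 4.81 in CTRL, 1.71 in GDF15 and 5.06 in TGF-β. Both comparisons share the CTRL library, so a common direction arises without any effect. In 1000 simulated data sets of unchanged libraries with a shared CTRL, the 45 genes with the largest change by GDF15 had the same direction by TGF-β in a median of 43 genes (central 95% of data sets 40 to 45). Direction alone therefore separates little. The simulated noise was normal with the local spread, and its changes were smaller than the observed ones. At most 1 gene was over 2-fold by both stimuli in any data set, against the 40 observed. When CTRL carried 90% of the simulated noise, it was at most 2. Of the 45 genes, 35 changed more by TGF-β than by GDF15, against a median of 2 and a maximum of 8 in the simulated data sets, or a median of 14 and a maximum of 24 with most of the noise in CTRL. This held for 29 of the 33 up-regulated genes and for 6 of the 12 down-regulated genes. The median ratio of the change by TGF-β to that by GDF15 was 1.29 over the 45 genes. In the z-transformed expression values of these genes, the Euclidean distance between GDF15 and TGF-β was 4.04, that between GDF15 and CTRL was 10.4, and that between TGF-β and CTRL was 12.1. The ratio of the first distance to the second was 0.388, and after removal of the length trend, the alternative that moved it most, it was 0.416. Ward's method joined GDF15 and TGF-β first. Because the 45 genes were selected for their difference between GDF15 and CTRL, the distance to CTRL is large by construction. The paper states from its cluster analysis that both stimuli gave similar expression patterns.

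**Figure D2:**
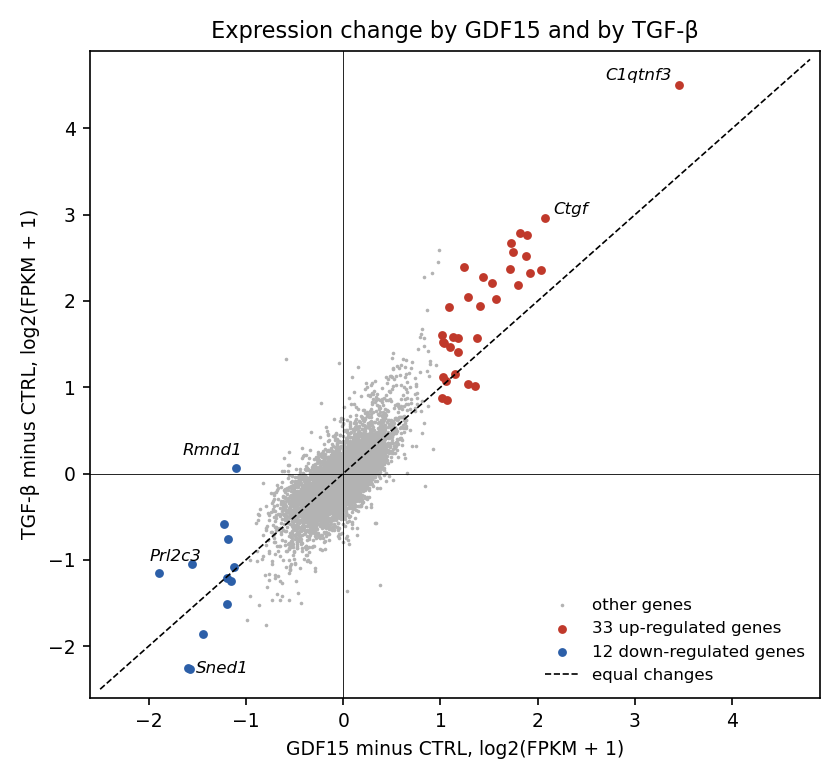
Change by GDF15 (horizontal axis) and by TGF-β (vertical axis) against CTRL, each on the log2(FPKM + 1) scale, with 1 pooled library per treatment. Each point is a gene, red and blue points are the 33 up-regulated and 12 down-regulated genes, grey points are the other genes, and the dashed line marks equal changes; 35 of the 45 genes changed more by TGF-β, and *Rmnd1* moved in opposite directions.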

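The differentially expressed genes reported here as extracellular are 15 genes for ECM proteins (*Aspn*, *Bgn*, *Ccdc80*, *Col11a1*, *Col8a1*, *Lox*, *Mfap4*, *Ogn* and *Postn*), growth factors (*Ctgf*, *Prl2c3* and *Wisp2*), cytokines (*Cxcl1* and *Tslp*) and a protease (*Klk8*). GDF15 raised 11 of these 15 genes and lowered 4. Their median absolute change by GDF15 was 1.73 on the log2 scale, and that of 29 other differentially expressed genes was 1.18. The corresponding medians for TGF-β were 2.35 and 1.52. TGF-β changed 12 of the 15 genes and 22 of the 29 genes more than GDF15 did. The 15 are genes the paper names as extracellular, and the 29 were not sorted by location and may hold extracellular genes too. The comparison is thus not one of extracellular with other genes. Both groups were selected in these same libraries, so these medians describe the selected genes only. Gene ontology annotation was not used here.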

Gene ontology enrichment analysis of 45 differentially expressed genes showed that the extracellular region was the most significant (10/23 genes, FDR = 2.3e^−11^). In differentially expressed extracellular genes, several extracellular matrix (ECM) (*Aspn*, *Bgn*, *Ccdc80*, *Col11a1*, *Col8a1*, *Lox*, *Mfap4*, *Ogn*, and *Postn*), growth factor (*Ctgf*, *Prl2c3*, and *Wisp2*), cytokine (*Cxcl1* and *Tslp*), and protease/protease inhibitor (*Klk8* and *Serpine1*) genes were included (Fig. 5D). In addition, nine ECM genes were confirmed to exhibit increased expression by qRT-PCR (Supplementary Figure 4B,C). These genes showed a dose-dependent increase by GDF15 (Fig. 5E).

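All 9 ECM genes were higher in GDF15 than in CTRL, with a median change of 1.75, and higher still in TGF-β for 8 of them, with a median of 2.38. The changes by GDF15 ranged from 1.36 (*Ogn*) to 2.03 (*Mfap4*), and those by TGF-β from 1.01 (*Ogn*) to 2.76 (*Col11a1*). Without a pseudocount, the setting that moved them most, the medians were 1.89 and 2.67. *Bgn* was the most abundant, with an FPKM of 290.3 in CTRL, 769.6 in GDF15 and 1117 in TGF-β. *Lox* rose from 78.0 to 289 and 452. *Postn* (chromosome 3 of GRCm38, 54361109 to 54391037) rose from 0.730 to 4.73 and 10.02. *Mfap4* (chromosome 11, 61485431 to 61488900) had an FPKM of 0.0816 in CTRL, 3.43 in GDF15 and 4.53 in TGF-β. The CTRL value corresponds to an estimated 2.38 fragments, which is under the floor of 3 fragments. With CTRL set to this floor, *Mfap4* was 33.4-fold higher in GDF15 and 44.2-fold higher in TGF-β. These folds are not lower bounds, because so few fragments leave the CTRL level uncertain. *Ogn* alone among the 9 was higher in GDF15 (FPKM 33.9) than in TGF-β (26.6). Among the growth factor genes, *Ctgf* (chromosome 10, 24595442 to 24598683) rose from 9.03 in CTRL to 41.3 in GDF15 and 77.3 in TGF-β, and *Wisp2* from 14.5 to 35.5 and 80.1. *Prl2c3*, at 46.4 in TGF-β, has a close paralog, *Prl2c2*, with which it may share reads. The sum of both fell from 225 in CTRL to 97.9 in GDF15 and 99.5 in TGF-β. The cytokine gene *Cxcl1* fell from 3.22 to 0.860 and 1.502, and *Tslp* from 10.7 to 4.08 and 4.02. The protease gene *Klk8* fell from 6.35 to 2.29 and 2.10. *Tslp* and *Klk8* lie close to the criterion. After removal of the trend with transcript length alone, *Tslp* fell by 0.99 by GDF15, and after removal of the trend with length and GC content, *Klk8* fell by 0.97.

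**Figure D3:**
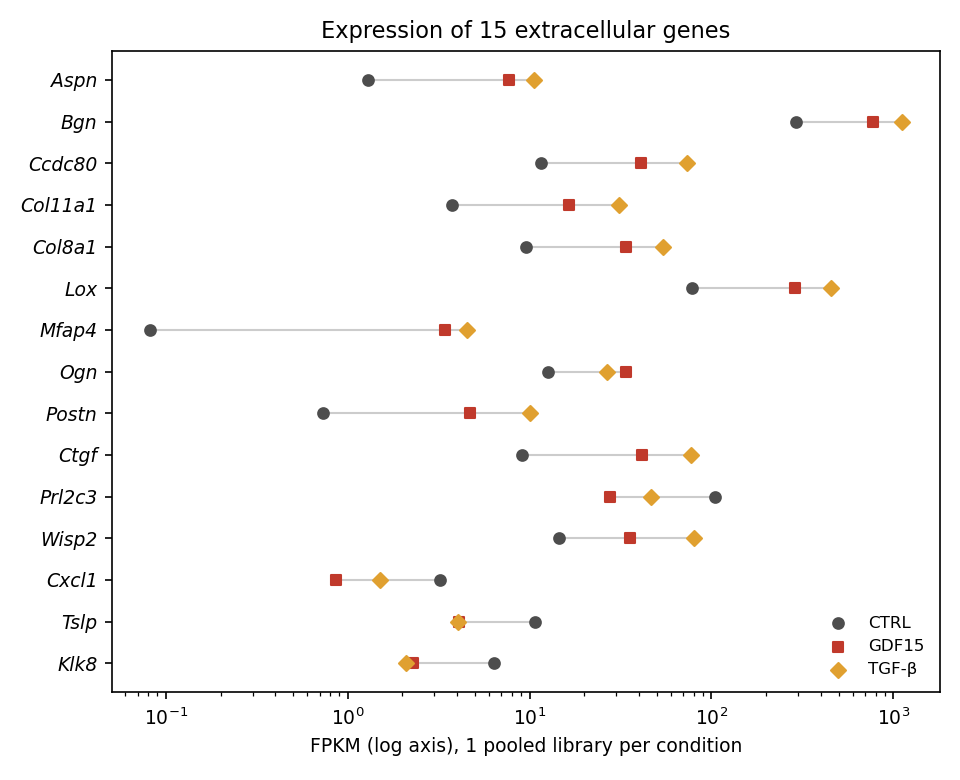
FPKM (horizontal log axis) of 15 extracellular genes (vertical axis) in CTRL (circles), GDF15 (squares) and TGF-β (diamonds), 1 pooled library per treatment and without error bars. Grey lines span the lowest to the highest library; 11 genes are higher in both stimulated libraries than in CTRL and 4 are lower.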

## Discussion

Gastric cancer cells express various secreted proteins, including growth factors and cytokines, which regulate cancer-stromal interaction via autocrine or paracrine pathways^10^,^12^. The current study demonstrated three novel findings: 1) to the best of our knowledge, this is the first study indicating secretome-wide classification of gastric cancer by using integration strategy, 2) GDF15 is involved in DGC progression, and 3) GDF15 contributes activation of NIH3T3 fibroblasts as well as TGF-β. Few studies have been published for biomarker discovery using combined proteomics and transcriptomics, especially the current study may be the first in the field of gastric cancer. Previous studies have reported the utility of the combined strategy for cancer biomarker discovery^19^,^20^. These studies have effectively selected biomarker candidates using multiple omics data.

We analyzed gastric cancer cell secretome data by combining bioinformatics resources. This analysis revealed that gene expression of secreted proteins was up-regulated in gastric cancer tissues (Fig. 2A,B). In addition, cluster analysis revealed differences in gene expression of secreted proteins between DGC and IGC (Fig. 2C). This result is in support of DGC and IGC having different molecular pathology. Of the molecules related to DGC (Table 1), GDF15 displayed high expression in fetal tissue and placenta, in our search for its distribution in normal tissue. Moreover, GDF15 was highly expressed in the DGC (Fig. 3). These results indicate that GDF15 may be involved in the undifferentiated traits of cancer. Serum GDF15 levels were significantly higher in DGC patients than in both healthy individuals and gastritis patients, and positively correlated with wall invasion and lymph node metastasis (Fig. 4). Therefore, GDF15 may have important functions in DGC progression.

Some recent studies have indicated that serum/plasma GDF15 level correlates weakly with systemic inflammation in esophagogastric cancer^21^ and in advanced gastric cancer^22^. Moreover, in esophagogastric cancer, plasma GDF15 levels of patients with poorly differentiated tumors were reported to be slightly higher than that of moderately or well-differentiated types^21^. Here we tested correlation between serum GDF15 and CRP levels in our samples from gastritis patients and also tested correlation between serum GDF15 levels and histological differentiation grade in our samples from gastric cancer patients. Similarly, neither CRP levels (Supplementary Figure 5A) nor histological differentiation grade (Supplementary Figure 5B) had strong relationships with serum GDF15 levels. Significant differences were not found in both comparisons.

This study also demonstrated that GDF15 and TGF-β have similar effects on fibroblast (Fig. 5A,C). 

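Taken from the side of TGF-β, the 142 genes that it changed more than 2-fold included 102 that did not pass the criterion with GDF15. GDF15 changed 138 of the 142 genes in the same direction and 4 in the opposite direction. The change by GDF15 was larger than that by TGF-β for 5 genes. The median ratio of the change by GDF15 to that by TGF-β was 0.561, with quartiles of 0.443 and 0.699. Among genes of smaller change, a shared CTRL library gives similar values without any effect. When the 142 genes with the largest change by TGF-β were picked from simulated unchanged libraries, a median of 133 had the same direction (central 95% of data sets 127 to 138), and the median ratio was 0.499 (0.432 to 0.566). With 90% of the noise in CTRL, all 142 had the same direction in each data set and the median ratio was 0.948 (0.925 to 0.972), which is unlike the observed ratio. At most 3 genes passed 2-fold by TGF-β in any data set simulated with equal noise, and at most 4 when CTRL carried most of it. The observed 142 were thus beyond normal noise with the local spread. That spread takes little account of the genes of largest change, so noise with more extreme values is not excluded. In the direct comparison of both stimulated libraries, 16 genes differed more than 2-fold, 3 higher in GDF15 and 13 higher in TGF-β. The BrdU incorporation of Fig. 5A was not analysed here.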

TGF-β affects fibroblast function, and affected genes include ECM components, growth factors, cytokines, and protease/protease inhibitors^23^. In addition, GDF15 affected these genes (Fig. 5D). Activated fibroblasts have an enhanced proliferative activity and increased expression of ECM proteins^24^. In our data, GDF15 promoted proliferation and enhanced gene expression of ECM components (Fig. 5A,D,E). Thus, GDF15 may also contribute to fibroblast activation as well as TGF-β. 

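Among genes for ECM components, the collagen genes were also followed as a family that was fixed before the data were examined. The table lists 37 of them, of which 18 had a mean FPKM of at least 1 over the 3 libraries. The median change of these 18 was 0.53 by GDF15 and 0.61 by TGF-β, and both medians lay at the 100th percentile of 10000 random lists matched on mean expression. Not every member rose. GDF15 raised 11 of the 18 and lowered 7, and TGF-β raised 12 and lowered 6. *Col1a1* had an FPKM of 1103 in CTRL, 1669 in GDF15 and 1902 in TGF-β, and *Col1a2* of 1233, 1841 and 1948. *Col5a1*, *Col5a2* and *Col12a1* passed 2-fold by TGF-β but not by GDF15, with changes of 0.62, 0.88 and 0.80 by GDF15 and of 1.00, 1.13 and 1.62 by TGF-β. *Col3a1*, named here after its values were seen, rose by GDF15 from 3738 to 4484 and was at 3092 in TGF-β. Over all 37 collagen genes, including those at or near 0, the medians were 0.01 for both stimuli. From the proliferation assay and the expression of ECM genes, the paper proposes that GDF15 contributes to the activation of fibroblasts as TGF-β does.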

Previous studies have indicated that the TGF-β/TGF-β receptor signaling plays key roles for cancer-stromal interaction in DGC (particularly, scirrhous gastric cancer)^10^,^12^. In the present study, GDF15 was also found to be an important signaling stimulus molecule in the TGF-β pathway on fibroblast. Therefore, the elucidation of stimuli from not only TGF-β but also GDF15 is required in case of targeting the TGF-β/TGF-β receptor signaling for molecular therapy of DGC.

It was reported that TGF-β induces differentiation of cancer-associated fibroblasts (CAF), which are activated fibroblasts within the cancer stroma, and CAF promotes cancer progression by interacting cancer cells^11^,^12^,^24^. In this study, GDF15 enhanced gene expression of not only growth factors and ECM components but also *Acta2* (α-smooth muscle actin), which is a marker of CAF differentiation^11^,^24^, on NIH3T3 fibroblasts. It was included in previously reported genes expressed in the CAF and gastric cancer tissues, such as *Aspn*, *Postn*, and *Ctgf*. 

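*Acta2* lies on chromosome 19 of GRCm38, from 34241090 to 34255590 on the minus strand. Its FPKM was 20.4 in CTRL, 73.6 in GDF15 and 96.1 in TGF-β. The change was 1.80 by GDF15 and 2.18 by TGF-β on the log2(FPKM + 1) scale. After subtraction of the median change of genes of similar expression, this is 9.23 and 11.7 times the local spread. The values correspond to an estimated 705 fragments in CTRL, 2994 in GDF15 and 3199 in TGF-β, so counting error is small beside the change, and the missing replicates are the limit. Across the alternatives set before the data were examined, the change by GDF15 stayed between 1.80 and 1.87. *Tagln*, another smooth muscle gene among the 45, had an FPKM of 2.20, 8.27 and 13.8 in the same order. Both genes were selected for their change by GDF15, so they do not speak for smooth muscle genes as a group.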

In scirrhous gastric cancer, ASPN is predominantly expressed in CAF and promoted cancer cell invasion by activation of the CD44–Rac1 pathway^25^. POSTN was also expressed in CAF in gastric cancer and enhanced the proliferation of gastric cancer cell lines by activation of ERK^26^. In addition, it was reported that CTGF is highly expressed in gastric cancer tissues and associated with undifferentiated-types, lymph node metastasis, and peritoneal dissemination^27^. Thus, GDF15 may also be involved in DGC progression mediated by cancer-stromal interaction (Fig. 6). Further investigations are required to conclude on *in vivo* GDF15 function in DGC.

Several studies have reported GDF15 having various roles in cancer progression. Lee *et al.*^28^ reported that GDF15 induced invasiveness of gastric cancer cells by up-regulating the urokinase-type plasminogen activator system. Roth *et al.*^29^ reported that GDF15 contributed to immune escape in malignant gliomas by suppressing the cytotoxicity of NK cells and T cells. These results demonstrated that GDF15 promotes cancer invasion and regulate cancer-stromal interaction. Therefore, this study and others suggest that GDF15 may be a therapeutic target for DGC.

Increasing levels of serum GDF15 have been reported in various cancer patients, such as those with prostate, breast, and colon cancer^30^. Although it was reported that serum GDF15 is higher in gastric cancer patients^31^, to the best of our knowledge, we are the first to demonstrate that serum GDF15 levels are related to wall invasion and lymph node metastasis in DGC patients. High expression of GDF15 in DGC cell lines and tissues compared with that of IGC is shown (Fig. 3). In esophagogastric cancer, it was reported that plasma GDF15 levels of patients with poorly differentiated tumors were slightly higher than those of moderately or well-differentiated types^21^. However, in this study, histological differentiation grade (Supplementary Figure 5B) did not have significant relationships with serum GDF 15 levels. Previous study indicated that up-regulation of GDF15 expression has been observed during macrophage activation^16^. Thus, not only cancer cells themselves but also cancer-associated activated macrophages may contribute serum GDF15 elevation. Several advanced gastric cancer patients present symptoms such as anorexia and weight loss. A previous study indicated that anorexia and weight loss are mediated by GDF15^32^. It is tempting to speculate that up-regulated serum GDF15 may also be involved in gastric cancer related anorexia and weight loss.

Other molecules related to DGC, including MET, MMP7, and S100A4 have been reported previously. MET gene amplification is frequently observed in DGC. MMP7 and S100A4 expression is significantly higher in DGC and involved in progression^33^,^34^. In particular, S100A4 expression is increased in epithelial-to-mesenchymal transition (EMT), which is one of the important mechanisms of DGC formation^35^,^36^. Hence the secretome classification displayed the histological feature of the DGC.

The current study has some limitations. First, compared with transcriptome data, the comprehensiveness of proteome data is limited, and protein and mRNA abundances is not well correlated^37^. In addition, the quality of clinical data with the tissue array and proteome databases (Human Protein Atlas and Human Proteomics Database) is not so high, and those data are not always available. Therefore, this approach may lose some of candidate molecules. Second, GDF15 expression was observed in both the diffuse- and intestinal-type. Thus, it may be difficult to evaluate the diffuse- and intestinal-type using GDF15 in the immunohistochemistry. Finally, although the effect of GDF15 on fibroblast was analyzed using NIH3T3 mouse embryonic fibroblast in the current study, the verification study using cancer-associated fibroblast derived from cancer patients is required for the determination of GDF15 function in cancer microenvironment.

In conclusion, bioinformatics combined secretome and transcriptome analysis identified GDF15 as a functional molecule for DGC progression. In addition, the current study demonstrated GDF15 contributes to fibroblast activation.

## Materials and methods

### Cell lines

Four DGC (KATO-III, OCUM-1, NUGC-4, and MKN-45) and two IGC (MKN-7 and MKN-74) cell lines were used in this study^38^,^39^,^40^. KATO-III was grown in a 1:1 mixture of Eagle’s MEM and RPMI1640 with 10% fetal bovine serum (FBS). OCUM-1 was grown in DMEM with 0.5 mM sodium pyruvate and 10% FBS. NUGC-4, MKN-45, MKN-7, and MKN-74 were grown in RPMI1640 with 10% FBS.

NIH3T3 mouse embryonic fibroblasts were grown in IMDM with 10% FBS. All cell lines were incubated at 37 °C with 5% CO_2_.

### Preparation of conditioned media

Conditioned media collected from cells under a treatment condition are widely used in the field of endocrinology as a mean to analyze their secretions^41^. In endocrinology studies, serum- and protein-free physiological buffers have been used to analyze small amounts of peptides or hormones secreted from cultured cells to avoid interference from serum on peptide detection. In brief, cells with 80% confluence were preincubated for 30 min in HEPES balanced Krebs–Ringer bicarbonate buffer (KRH: 119 mM NaCl, 4.74 mM KCl, 2.54 mM CaCl_2_, 1.19 mM MgCl_2_, 1.19 mM KH_2_PO_4_, 25 mM NaHCO_3_, and 10 mM HEPES, pH 7.4) with 5 mM glucose. Cells were washed twice with PBS and incubated for 2 h in KRH with 5 mM glucose. Conditioned media were collected and stored at −80 °C.

### Shotgun secretomics

Conditioned media (2 mL) were desalted and enriched by OASIS HLB μElution plate (Waters, MA, USA), followed by lyophilization. Lyophilized proteins were reconstituted by 4 M urea and 100 mM ammonium bicarbonate solution. Samples were reduced for 30 min at 57 °C in 20 mM dithiothreitol, followed by alkylation for 30 min at RT by 50 mM iodacetamide away from light. Trypsin digestion was performed at 37 °C overnight. Prior to MS measurements, digested peptides were desalted and selectively enriched with C18-StageTips^42^.

Liquid chromatography–tandem mass spectrometry was performed on a LTQ-Orbitrap XL (Thermo Fisher Scientific, CA, USA), a hybrid ion-trap Fourier transform mass spectrometer equipped with the Ultimate 3000 HPLC system (DIONEX, CA, USA). Samples were injected into a trap column (C18, 0.3 × 5 mm, DIONEX) and an analytical column (C18, 0.075 × 120 mm, Nikkyo Technos, Tokyo, Japan). The flow rate of the mobile phase was 300 nL/min. The solvent composition of the mobile phase was programmed to change in 120-min cycles with varying mixing ratios of solvent A (2% v/v CH3CN and 0.1% v/v HCOOH) to solvent B (90% v/v CH3CN and 0.1% v/v HCOOH): 5–10% B 5 min, 10–13.5% B 35 min, 13.5–35% B 65 min, 35–90% B 4 min, 90% B 0.5 min, 90–5% B 0.5 min, 5% B 10 min. The MASCOT search engine (version 2.2.6, Matrixscience, London, UK) was used to identify proteins from mass and tandem mass spectra of the peptides. Peptide mass data were matched by searching the UniProtKB Arabidopsis thaliana database (SwissProt 2010×, November 2010, 9,590 entries). Database search parameters were as follows: peptide mass tolerance, 2 ppm; fragment tolerance, 0.6 Da; enzyme was set to trypsin, allowing up to one missed cleavage; variable modifications, methionine oxidation. The minimum criteria of protein identification were as follows: expected cutoff, 0.05; significant threshold P-value was set as false discovery rate (FDR) of <0.01. FDR was determined by searching against a decoy database created by Matrix Science.

### Bioinformatic data analysis

Bioinformatic analysis was performed using R-3.0.0 statistical software and packages of R/Bioconductor project (http://www.bioconductor.org/)^43^,^44^. Raw data from 92 publicly available human gene-expression arrays (Affymetrix Human Genome U133 Plus 2.0 Array) were downloaded from NCBI’s GEO database (http://www.ncbi.nlm.nih.gov/geo/) and normalized using the MAS5.0 algorithm. These data consist of 43 pairs of gastric cancer and adjacent non-cancerous tissues, and six gastric cancer cell lines (Supplementary Table 1, 2). Corresponding genes of proteins identified by secretomics were selected for the following analysis.

First, the fold changes (cancer/noncancer) of 43 pairs of tissue data were calculated for gene expression analysis (Supplementary Figure 1A). The limma package was used in statistical analysis for identifying differentially expressed genes^45^. Data were fitted to a linear model and an empirical Bayes moderated T-test was performed. P-values were adjusted for multiple testing with the Benjamini–Hochberg method. Statistical criteria was set at an average fold change of >2.0 and P < 0.01 (FDR < 0.01).

Furthermore, up-regulated genes in gastric cancer tissue were selected for cluster analysis of six gastric cancer cell lines. After log2- and z-transformation of gene expression values, hierarchical clustering was performed using Euclidean distance and Ward method.

### Protein expression profile

Analyzing protein expression of normal tissues, we used two databases: Human Proteome Atlas in R (hpar package)^13^ and Human Proteome Map (http://www.humanproteomemap.org/)^14^, established by antibody- and mass spectrometry-based proteomics, respectively.

### Immunoblotting

Cell lysates were separated by SDS-PAGE using a 10–20% gradient gel (DRC, Tokyo, Japan). Proteins were transferred to 0.2-μm PVDF membranes (Millipore, MA, USA) at 10V overnight. The membranes were blocked with PVDF Blocking Reagent for Can Get Signal (TOYOBO, Osaka, Japan) for 1 h. Anti-GDF15 rabbit polyclonal antibody (L300; Cell Signaling Technology, MA, USA) diluted 1:1000 and anti-β-actin goat polyclonal antibody (C-11; Santa Cruz Biotechnology, TX, USA) diluted 1:500 were used as primary antibodies. Horseradish peroxidase (HRP)-linked antirabbit IgG donkey antibody (GE Healthcare, Buckinghamshire, UK) diluted 1:2000 and HRP-linked antigoat IgG rabbit antibody (MP Biomedicals, OH, USA) diluted 1:2000 were used as a secondary antibody. These primary and secondary antibodies were diluted with Can Get Signal immunoreactions enhancer solution (TOYOBO). Antigens on the membrane were detected with chemiluminescence detection reagents (Michigan Diagnostics, MI, USA).

### Immunohistochemistry

The human stomach tissue array (OD-CT-DgStm03–002; Shanghai Outdo Biotech, Shanghai, China) was used for immunohistochemistry. Tissues were deparaffinized in xylene and rehydrated by reducing the concentration of ethanol (100%, 85%, and 70%). Antigens were unmasked by incubation in Target Retrieval Solution, Citrate pH 6.0 (Dako, Glostrup, Denmark) with 0.1% Tween-20 at 98 °C for 20 min. The anti-GDF15 rabbit antibody (HPA011191; Sigma-Aldrich, MO, USA), which was used in the Human Protein Atlas^13^, diluted 1:100, was used as a primary antibody. The LSAB+system (Dako) was used to visualize the antigens, and 3,3′-diaminobenzidine (DAB) was used as chromogen. Tissue sections were counterstained with Mayer’s hematoxylin for 30 s.

### Serum samples and ELISA

A total of 93 sera (from 22 healthy volunteers, nine gastritis patients, and 62 DGC patients) from Chiba University Hospital and Kimitsu Central Hospital were used. DGC patients were diagnosed histologically according to the Japanese classification^2^. Patient characteristics are shown in Supplementary Table 3. Written informed consent was obtained from all the subjects. This study has been approved by the Ethics Committee of Graduate School of Medicine, Chiba University. The methods were carried out in accordance with the approved guidelines.

The ELISA kit for human GDF15 was purchased from R&D Systems (MN, USA). Samples and standards were processed according to the manufacturer’s instructions.

### GDF15 stimulation of NIH3T3 fibroblasts

NIH3T3 fibroblasts were grown until 80% confluence and the medium was changed to serum-free IMDM. After 24 h of incubation, the medium was changed to serum-free IMDM or serum-free IMDM supplemented with 20, 50, 100 ng mL^−1^ of GDF15 or 4 ng mL^−1^ TGF-β. Furthermore, an additional 24-h incubation was performed.

Total RNA was extracted for RNA-sequencing and quantitative RT-PCR analysis by using the MagNA pure compact RNA isolation kit (Roche Diagnostics, Mannheim, Germany) according to the manufacturer’s instructions.

### Cell proliferation assay

A total of 2.0 × 10^4^ cells of the NIH3T3 cell line was seeded into each well of a 96-well plate. After 24 h of incubation with serum-free IMDM, the medium was changed to serum-free IMDM or serum-free IMDM supplemented with 100 ng mL^−1^ of GDF15 or 4 ng mL^−1^ of TGF-β, and additionally incubated for 24 h. Furthermore, 10 μM of BrdU was added and incubated for 2 h. Incorporated BrdU was detected by colorimetric ELISA (Roche).

### Transcriptomics by RNA-sequencing (RNA-seq)

Total RNA was extracted from nontreated (CTRL), 100 ng mL^−1^ of GDF15 treated (GDF15), and 4 ng mL^−1^ of TGF-β treated (TGF-β) NIH3T3 fibroblasts. For each treatment, three RNA samples were prepared for RT-PCR analysis, but pooled sample was used for RNA-seq analysis. RNA-seq libraries were prepared using a TruSeqStranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA). Sequencing was performed on an Illumina HiSeq1500 using a TruSeq Rapid SBS kit (Illumina) in a 50-base single-end mode according to the manufacturer’s protocol. mRNA profiles were calculated using a Cufflinks software and expressed as FPKM (fragments per kilobase of exon model per million mapped fragments). Protein coding genes (a total of 15,554 genes) reviewed in the UniProt knowledgebase (http://www.uniprot.org/) were extracted, and the distribution of expression values is shown in Supplementary Figure 4A. The expression differences between CTRL and GDF15 were calculated. Differentially expressed genes were identified using a criterion of a fold change of >2. Then, the cluster analysis among CTRL, GDF15, and TGF-β was performed with differentially expressed genes.

### Quantitative RT-PCR

cDNA was synthesized with a random primer using 1^st^ strand cDNA synthesis kit (Roche Diagnostics). Real-time quantitative PCR was performed using a LightCycler 480 instrument (Roche Diagnostics). The 20-μL reaction mixture contained 10 μL of LightCycler 480 CYBR Green I Master (Roche Diagnostics), 0.5 μM of each primer pair (Supplementary Table 4), and 5 μL of 20-fold diluted cDNA. The cycling program steps were as follows: 95 °C for 5 min; 40 cycles of 95 °C for 10 s, 60 °C for 10 s, and 72 °C for 10 s (signal acquisition). The relative abundance was calculated by the delta-delta-Ct method.

### Gene ontology enrichment analysis

Gene annotation enrichment analysis of differentially expressed genes was performed using DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov/home.jsp)^46^. The cellular component of the gene ontology (“GOTERM_CC_FAT”) was used for the functional annotation category. The threshold of enrichment was set at a threshold count of 2 and FDR of <0.05. Gene ontology profiles were visualized by Cytoscape 3.2.0^47^.

### Statistical analysis

Data were analyzed using the R-3.0.0 statistical software^42^. Differences between the two groups were evaluated by Welch’s T-test. The ordered differences among classes were evaluated by Jonckheere–Terpstra test. P-value of <0.05 was considered statistically significant.

## Additional Information

**How to cite this article**: Ishige, T. *et al.* Combined Secretomics and Transcriptomics Revealed Cancer-Derived GDF15 is Involved in Diffuse-Type Gastric Cancer Progression and Fibroblast Activation. *Sci. Rep.* **6**, 21681; doi: 10.1038/srep21681 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
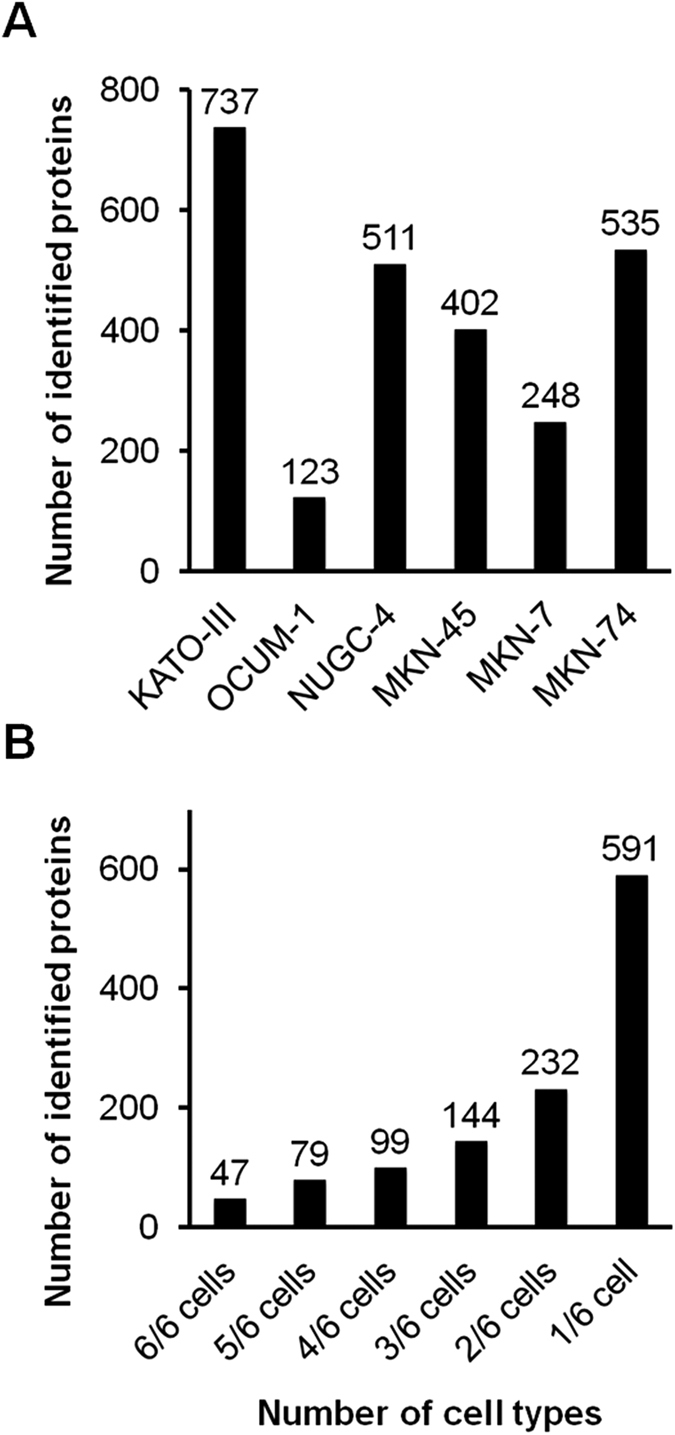
Shotgun secretomics of gastric cancer cell lines. (**A**) Identified proteins by cell line. (**B**) Identified proteins by cell number.

**Figure 2:**
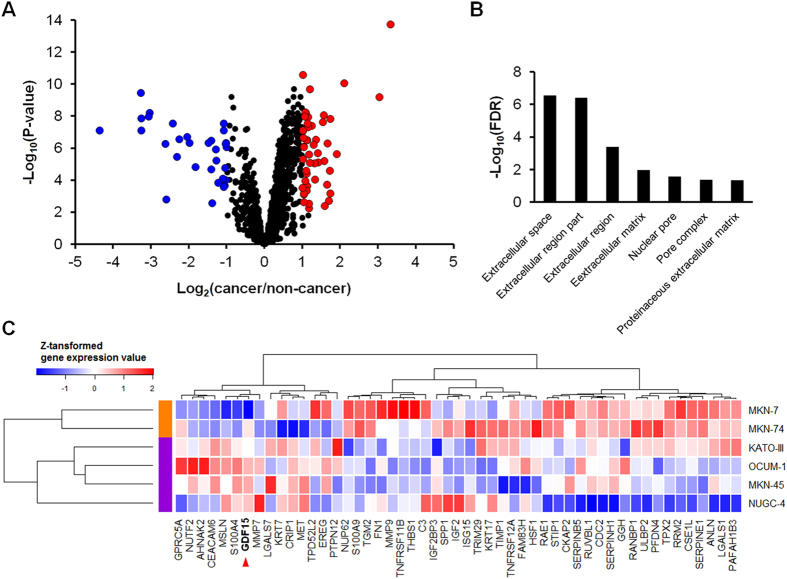
Bioinformatic analysis of gastric cancer secretome data. (**A**) A volcano plot of gene expression analysis of 1,181 genes. Up-regulated and down-regulated genes are highlighted in red (51 genes) or blue circles (31 genes), respectively. (**B**) Gene ontology enrichment analysis of the cellular component of 51 up-regulated genes. (**C**) Cluster analysis among the six gastric cancer cell lines using 51 up-regulated genes. DGC and IGC cell lines are labeled with purple and orange, respectively.

**Figure 3:**
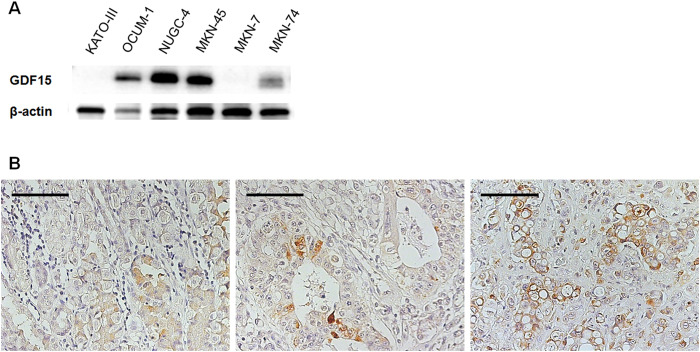
GDF15 protein expression of gastric cancer cell lines and tissues. (**A**) GDF15 protein expression of the six gastric cancer cell lines. KATO-III, OCUM-1, NUGC-4, and MKN-45 belonged to the diffuse-type and MKN-7 and MKN-74 represented the intestinal-type. (**B**) GDF15 protein expression of gastric cancer tissues. **Left**, gastritis (benign); **center**, intestinal-type gastric cancer (malignant); **right**, diffuse-type gastric cancer (signet ring cell carcinoma, malignant). Bars indicate 100 μm.

**Figure 4:**
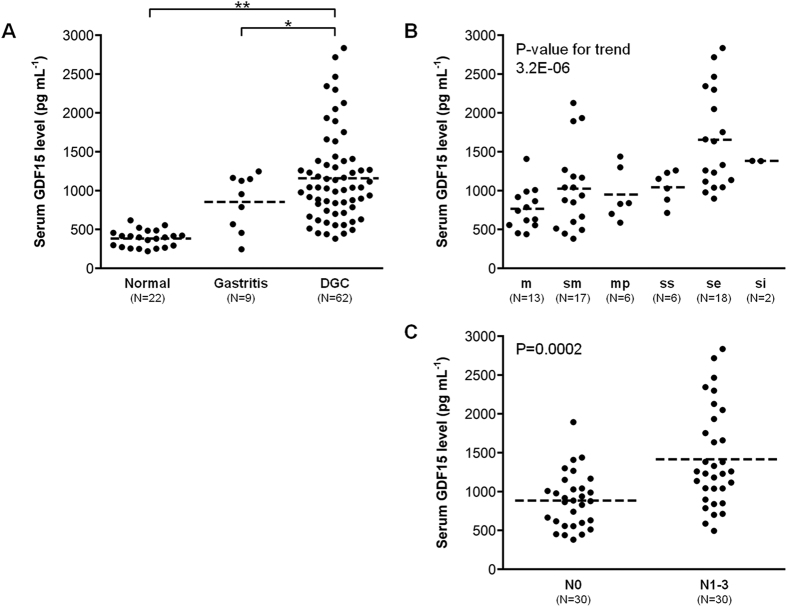
Verification of serum GDF15 levels. (**A**) Comparison of serum GDF15 levels among healthy volunteers (Normal), chronic gastritis patients (Gastritis), and DGC patients. *P < 0.05, **P < 0.01, by Welch’s T-test. (**B**,**C**) Subgroup analysis of serum GDF15 levels in DGC patients by wall invasion (**B**) and lymph node metastasis (**C**).

**Figure 5:**
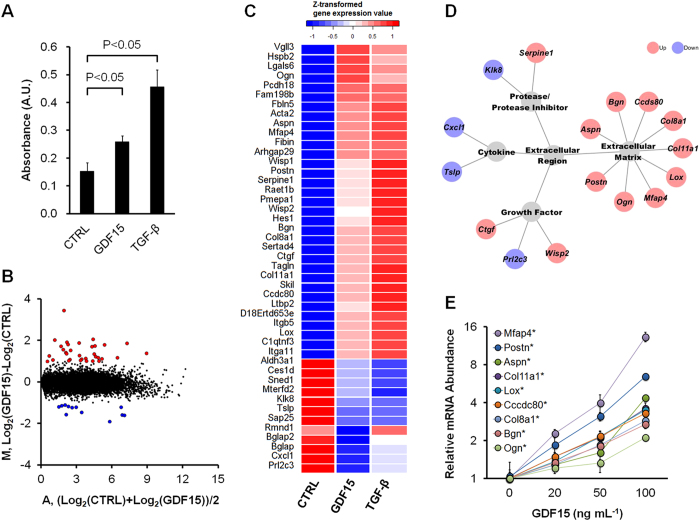
Functional analysis of GDF15. (**A**) Cell proliferation of NIH3T3 fibroblasts by BrdU incorporation assay. **CTRL**, no stimulation; **GDF15**, 100 ng mL^−1^ of GDF15 stimulation; **TGF-β**, 4 ng mL^−1^ of TGF-β stimulation. (**B**) Differential analysis of 15,554 genes in NIH3T3 fibroblasts between CTRL and GDF15 stimulation. In 45 differentially expressed genes, up- and down-regulated genes are highlighted in red (33 genes) or blue circles (12 genes), respectively. (**C**) Cluster analysis of CTRL, GDF15 or TGF-β stimulation using 45 differentially expressed genes. (**D**) Gene ontology profiles of differentially expressed extracellular genes. Up- and down-regulated genes are highlighted in red or blue, respectively. (**E**) Gene expression enhancement with GDF15 dose dependency of nine extracellular matrix genes. *P < 0.05, by Jonckheere–Terpstra test. Error bars represent standard deviations of three samples.

**Figure 6:**
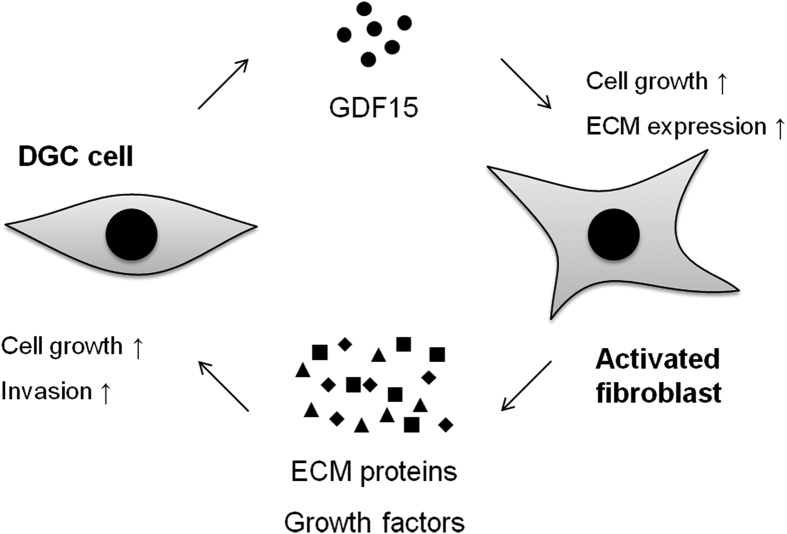
The hypothesis of cancer-fibroblast interaction in DGC. DGC cells secrete GDF15 proteins into the cancer stroma, followed by stromal fibroblast activation. Activated fibroblasts increase the proliferative capacity and express abundant ECM proteins and growth factors. Secreted ECM proteins and growth factors, such as ASPN, POSTN and CTGF, promote the proliferation and invasion of DGC cells.

**Table 1:** 15 DGC related genes.

Gene symbol	UniProt acc. No.	Protein name	Fold Increase	P-value
AHNAK2	Q8IVF2	Protein AHNAK2	2.2	4.3E-04
CEACAM6	P40199	Carcinoembryonic antigen-related cell adhesion molecule 6	3.0	3.9E-03
CRIP1	P50238	Cysteine-rich protein 1	2.0	2.8E-04
EREG	O14944	Epiregulin	2.5	8.4E-05
GDF15	Q99988	Growth/differentiation factor 15	2.9	2.3E-08
GPRC5A	Q8NFJ5	Retinoic acid-induced protein 3	2.2	2.2E-04
KRT7	P08729	Keratin, type II cytoskeletal 7	2.2	2.8E-03
LGALS7	P47929	Galectin-7	2.3	5.3E-03
MET	P08581	Hepatocyte growth factor receptor	2.1	7.4E-07
MMP7	P09237	Matrilysin	3.3	2.4E-05
MSLN	Q13421	Mesothelin	3.3	6.4E-04
NUTF2	P61970	Nuclear transport factor 2	2.0	2.2E-07
PTPN12	Q05209	Tyrosine-protein phosphatase non-receptor type 12	2.0	2.5E-11
S100A4	P26447	Protein S100-A4	2.3	2.3E-06
TPD52L2	O43399	Tumor protein D54	2.2	1.1E-08

How the deposited data were processed for this re-analysis (not part of the article)

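The data are 1 table of gene expression in NIH3T3 mouse fibroblasts, with 1 column for each of 3 libraries (CTRL, GDF15 at 100 ng/mL and TGF-β at 4 ng/mL, 24 h of stimulation). Each library was made from RNA pooled within the treatment. Samples were matched to treatments by the column names and sample titles and by the paper's methods. The first part of the column names counts upward (NIH3T3, then higher numbers, as a spreadsheet fills cells), and the treatment in each name was used.

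The authors prepared stranded mRNA libraries, sequenced them in single-end mode, calculated FPKM (fragments per kilobase of exon model per 1e6 mapped fragments) with Cufflinks, and kept protein coding genes reviewed in UniProt, 15554 in all. The paper's text does not name the aligner, the genome build, the gene annotation or whether the strand was used in counting. The deposited FPKM were used as they are.

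From these values, log2(FPKM + 1) was computed, and the change of a gene is its difference between a stimulated library and CTRL. A gene was counted as differentially expressed when the absolute change was over 1, which is the 2-fold criterion of the study. The paper's text names no pseudocount, and 1 was chosen before the data were examined from the shape of Fig. 5B. With 1 library per treatment no test between treatments is possible. Local spreads are 1.4826 times the median absolute deviation over the 501 genes nearest in mean expression. The median of a gene list was placed among 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean expression outside the list. This describes these libraries and is no test between conditions. Because both comparisons share CTRL, 1000 data sets of unchanged libraries were simulated with normally distributed noise scaled to the local spreads. Noise with more extreme values was not simulated. The cluster analysis used z-transformed values, Euclidean distance and Ward's method.

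The gene lists fixed before the data were examined are 20 TGF-β target genes outside the 45, a proliferation list, 9 markers of cancer-associated fibroblasts, the receptors and ligands of the TGF-β family with *Gfral* and *Ret*, and the families of collagen, chemokine and ribosomal protein genes by symbol. A list of keratinocyte genes was written later. The genes named are those named by the paper's text or Figs 5C and 5D, the receptors and ligands, the 5 largest rises and the 5 largest falls by each stimulus, study genes that moved in opposite directions, and list members over 2-fold. Others are said to have been chosen after their values were seen.

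Depth is not stated in the paper's text. The FPKM of genes with a single coding transcript, multiplied by its length, cluster at whole fragments, and the lowest cluster gave estimates of 17.0, 20.0 and 16.4 (in units of 1e6 fragments) for CTRL, GDF15 and TGF-β. Independently of length, the most frequent ratio of low values between libraries put GDF15 at 1.17 and TGF-β at 0.953 of the depth of CTRL. Numbers of fragments per gene are estimates from these depths. They cover counting error only, and 3 fragments were taken as the floor.

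Transcript length, GC content and coordinates came from GENCODE M21 (GRCm38), which may not be the annotation of the authors. Of the 15554 rows, 15463 were matched, 14713 by symbol and 750 by an older symbol listed in RefSeq (GRCm38.p6). *Lgals6* and *Raet1b* were not matched. *Mki67*, a member of the planned proliferation list, was not analysed here, which left 19 genes.

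The alternatives set before the data were examined were pseudocounts of 0.5 and 0.1, no pseudocount for genes above 0 in all 3 libraries, a minimum mean FPKM of 1, scaling to a common upper quartile, and removal of the running median of the change by expression. Removal of the trend with transcript length, and with length and GC content, was added after seeing the data. Trends were fitted on genes with a mean FPKM of at least 1. The list percentiles, spreads and simulation were tested on simulated data. Among 100 simulated unchanged lists of 20 genes, 7 fell outside the central 95% of random lists, and 100 of 100 lists shifted by 0.4 were above it. Of 200 genes changed by 1.5, 196 were found over 2-fold, with 1 call among the unchanged of the 15554 genes.

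The proliferation assay, the qRT-PCR values, the serum and tissue data and gene ontology annotation were not analysed here. The values of 1 of the 45 genes are not reported here, and it is left out of the comparison of the 15 extracellular genes with 29 others. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.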

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

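The tests of noise and of transcript length below were chosen after the result was seen, and the test of keratinocyte RNA after the rise of the keratin genes was seen but before the listed genes were looked at.

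The study reports the response to TGF-β for the 45 genes that GDF15 changed. Outside these, 59 genes were up more than 2-fold by TGF-β against CTRL (and 43 down), a signal in genes the paper does not discuss. Their median change was 1.21 by TGF-β and 0.62 by GDF15, and 57 of the 59 were also higher in GDF15 than in CTRL. Genes picked by their change against a shared CTRL library move alike in the other comparison without any effect. In simulated unchanged libraries, 133 of 142 had the same direction and the median ratio was 0.499. Direction and ratio alone are therefore no evidence of a response to GDF15. The size of the changes argues against the simulated noise, which put at most 3 genes over 2-fold by TGF-β, or 4 with most of it in CTRL. The median of 0.62 by GDF15 was above the median local spread of 0.21, but this adds nothing. Genes picked for their change by TGF-β carry a change by GDF15 through CTRL alone, as the simulated ratio shows. A difference of the CTRL culture beyond the simulated noise stays open. The largest rise by TGF-β was that of *Eln* (FPKM 1.79 in CTRL, 4.53 in GDF15 and 15.8 in TGF-β). It was followed by *Krt14* (24.0, 48.2 and 136), *Cdsn* (2.14, 4.92 and 14.8), *Krt16* (1.82, 4.01 and 12.6), *Tnnt2* (0.531, 1.78 and 4.71), *Anxa8* (58.4, 103.1 and 189), *Col12a1*, *Sulf1* (0.271, 1.20 and 2.80) and *Krt17* (0.442, 1.57 and 3.28), all but *Eln* and *Col12a1* chosen after their values were seen. Further down were *Hmgcs1*, *Idi1* and *Cyp51*, genes of sterol synthesis also chosen after their values were seen, with changes of 1.31, 1.26 and 1.22 by TGF-β and 0.64, 0.59 and 0.57 by GDF15.

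Normal noise with the local spread accounts poorly for this number. In any of 1000 simulated data sets of unchanged libraries, at most 3 genes were over 2-fold by TGF-β, or 4 when CTRL carried most of the noise. That simulation takes its noise from the spread among genes and not from repeated cultures. Noise with more extreme values, or a difference between cultures beyond that spread, thus stays open. The trend of the changes with transcript length and GC content cannot be the whole cause, since 58 of the 59 genes stayed up more than 2-fold after it was removed. RNA of keratinocytes or other epithelial cells in the TGF-β library would bring their other abundant transcripts. Of 22 listed keratinocyte genes, 4 had a mean FPKM of at least 1, and the median change of these by TGF-β was -0.29. *Krt5* was listed at 0 in CTRL and in TGF-β, and *Perp* at 0 in all 3 libraries. A response of the fibroblasts to TGF-β remains as a hypothesis. It has no replicate behind it.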

How the results depend on the processing

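No paired analysis was possible because each treatment has 1 pooled library. For the same reason no library could be left out. Counts are given below as changed when they moved by a factor of 1.5 or more. The removal of the trends with transcript length and GC content was chosen after seeing the data.

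All 45 genes of the study passed 2-fold in the stated direction under 5 of the 6 alternatives set in advance, and 44 under the minimum mean FPKM of 1, which removes *Lgals6*. TGF-β changed 44 of them in the same direction (43 under that minimum), and between 34 and 35 more than GDF15 did. The distance ratio stayed between 0.367 and 0.416 over all alternatives. Of 772 values of single genes under the alternatives, 647 stayed within the local spread, 125 moved by more and 0 reversed.

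The counts of genes over 2-fold depended on the pseudocount. By GDF15, they were 71 genes with 26 down at a pseudocount of 0.5, 315 genes (139 up and 176 down) at 0.1, and 589 genes (252 up and 337 down) without a pseudocount. By TGF-β, 489 genes passed at 0.1, 243 of them up, and 789 without a pseudocount, 417 of them up. By both in the same direction there were 163 and 319. A smaller pseudocount lets genes of few fragments pass, where the depth does not resolve a 2-fold change.

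For the 9 ECM genes, the median change by GDF15 and by TGF-β was 1.88 and 2.62 at a pseudocount of 0.5, 1.89 and 2.66 at 0.1, and 1.89 and 2.67 without one. The median of the TGF-β target list by TGF-β was 0.47 at 0.1. Without a pseudocount it was 0.40 by GDF15 and 0.52 by TGF-β, and with the minimum mean FPKM 0.37 and 0.53. It was 0.46 by TGF-β with upper-quartile scaling and 0.48 with the running median removed. The median of the collagen genes by GDF15 and by TGF-β was 0.0944 and 0.110 at a pseudocount of 0.1, 0.59 and 0.64 without one, and 0.53 and 0.61 with the minimum mean FPKM, which drops members near 0. The median of the proliferation list by TGF-β was -0.13 with the running median removed. None of these changed direction.

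With the length trend removed, the TGF-β target list had a median of 0.37 by GDF15 and the proliferation list of -0.14 by TGF-β. With the trend of length and GC content removed, the ECM median by TGF-β was 2.49 and that of the proliferation list -0.13. Under each of these 2 corrections 35 of the 45 genes stayed over 2-fold by GDF15. Of the 10 others, *Lgals6* and *Raet1b* had no length in the annotation and 8 fell below the criterion. With both trends removed, 105 of the 143 genes over 2-fold by TGF-β were up, against 90 of 142 without the correction. The cause of the shifts that have no reason given here was not tested.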

Differences from the paper's values

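The numbers of the paper's text (15554 genes, and 45 differentially expressed genes with 33 up and 12 down) were reached with a pseudocount of 1. So were the ends of the range in Fig. 5B, read by eye, within 0.1.

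For 2 of the 9 ECM genes, the fold on the log2(FPKM + 1) scale differed by more than 1.5 times from the qRT-PCR value that the paper shows for 100 ng/mL of GDF15. *Mfap4* was 4.09-fold higher here and about 13-fold in the paper's Fig. 5E, read by eye. Among the alternatives set before the data were examined, a pseudocount of 0.1 gave 19.4, within 1.5 times of the paper's value. The others did not close the gap. A pseudocount of 0.5 gave 6.75, the minimum mean FPKM 4.09, upper-quartile scaling 4.10 and the running median 4.16. Without a pseudocount the ratio of FPKM was 42.0, or 33.4 when the CTRL value is set to the floor of 3 fragments. Neither is a lower bound, because the CTRL value rests on an estimated 2.38 fragments. *Postn* was 3.31-fold higher here and about 6.4-fold in the paper's Fig. 5E, read by eye. Relative abundance in qRT-PCR carries no pseudocount, and on that scale the ratio of FPKM for *Postn* was 6.48. A pseudocount of 0.1 gave 5.82, and both lie within 1.5 times of the paper's value. A pseudocount of 0.5 (4.25), the minimum mean FPKM (3.31), upper-quartile scaling (3.34) and the running median (3.33) did not.

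The paper describes similar patterns for GDF15 and TGF-β in its 45 genes. *Rmnd1* fell by GDF15 and changed by 0.06 by TGF-β here, as Fig. 5C also displays.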

Other observations

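Among the tests below, those of ribosomal protein and collagen genes, of the paralogs of *Raet1b*, of cycling cells by GDF15 apart from TGF-β and of the phases of the cycle, of the 45 genes against the trends, and of missing symbols were chosen after the result was seen.

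The study's 45 genes changed in the same direction by both stimuli apart from *Rmnd1*. Noise with a shared CTRL library leaves a median of 2 such genes changed more by TGF-β when the 3 libraries are equally noisy, and of 14 (at most 24) when CTRL carries 90% of the noise. The 35 found exceed every simulated data set of both kinds, and so do the 40 genes over 2-fold by both stimuli. The prediction set in advance also asked the number with a common direction to exceed the simulated range. It did not (44 against 40 to 45), so the case against the simulated normal noise rests on the size of the changes. Noise with more extreme values was not simulated. A TGF-β type signal common to both stimuli, either through a shared receptor pathway or through TGF-β activity in the GDF15 preparation, is a candidate explanation that predicts a rise of TGF-β target genes outside the 45. The median of 20 such genes was 0.30 by GDF15 and 0.40 by TGF-β, each at the 100th percentile of random lists, with 15 of the 20 higher and 3 lower in GDF15. This does not separate the 2 routes, and no library here could. Tests of the GDF15 preparation with a TGF-β inhibitor would bear on it. The receptors offer little more. *Tgfbr1* and *Tgfbr2* had an FPKM of 5.08 and 14.4 in CTRL. *Gfral* was at 0.142 in CTRL, 0.195 in GDF15 and 0.0895 in TGF-β, an estimated 5.02, 8.12 and 3.05 fragments, and *Ret* at 0.0150 in CTRL and listed at 0 in both stimulated libraries. *Gdf15* itself was at 0.121 in CTRL, an estimated 3.18 fragments.

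The paper reports higher BrdU incorporation with both stimuli (Fig. 5A). If the share of cycling cells were higher at 24 h, genes of S phase and mitosis could be expected to rise in both libraries. The median of 19 such genes was 0.02 by GDF15, at percentile 75.9 of random lists, and -0.22 by TGF-β, at percentile 1.42, with 15 of the 19 lower. The fall by TGF-β came from the 9 genes of G2 and mitosis, all lower, with a median of -0.55 at percentile 0, such as *Plk1* (FPKM 11.0 in CTRL, 8.64 in GDF15 and 5.66 in TGF-β), chosen after its values were seen. The 10 genes of replication and G1/S, which are closer to what BrdU marks, had a median of -0.08 by TGF-β, at percentile 50.6, with 4 higher and 6 lower. The list as a whole therefore argues against more cells passing through the whole cycle at 24 h by TGF-β, but decides nothing on the share of cells in S phase. By GDF15, members went both ways. With the length trend removed the median of the list was 0.0809, at percentile 94.0 and with 13 of the 19 higher. With the trend of length and GC content removed it was 0.0270, at percentile 72.2 and with 11 of the 19 higher. A small rise by GDF15 is thus neither shown nor excluded. An earlier wave of division was not tested.

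The change by GDF15 rose with transcript length across genes. A fault of the CTRL library alone would give the same trend for TGF-β and none between the stimulated libraries, but the difference between GDF15 and TGF-β still rose with length (rho 0.362). GC content alone does not carry it either, because within 5 classes of GC content the lowest rho was 0.415. Each library may differ in its recovery of long transcripts, or the cells may differ. Which of these applies was not tested. The trend is not the whole cause of the study's list, since 35 of the 45 genes stayed over 2-fold after length and GC content were accounted for, and 2 others had no length.

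Ribosomal protein genes, most of them short, were lower after stimulation. The median of 79 was -0.42 by GDF15 and -0.26 by TGF-β, with 77 lower in each, both at percentile 0 of random lists. After removal of the trend with length and GC content the median by GDF15 was -0.14, still at percentile 0. The annotated longest transcript can be longer than the expressed one, which would leave the correction too small. In the 26 ribosomal protein genes whose longest coding transcript has at most 800 bases, where this error is bounded, the median by GDF15 was -0.51, at percentile 0.36 of random lists of other such genes of nearest length, whose median was -0.39. By TGF-β it was -0.31, at percentile 2.54. Most of the fall of these short genes is thus shared by other short genes, and the trend with length leaves a smaller part of the fall by GDF15 unexplained. The lists matched on length were not matched on GC content or expression, and the cause of that part was not tested.

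The collagen genes with a mean FPKM of at least 1 rose by a median of 0.53 by GDF15. After the trend was removed the median was 0.59, at the 100th percentile of random lists, so the length of collagen transcripts is not the whole cause. Over all 37 collagen genes, with those near 0 included, the percentile after the correction was 96.2.

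The 9 markers of cancer-associated fibroblasts listed in advance showed no common rise, with 3 higher and 6 lower by each stimulus. The paper names other genes expressed in these cells, *Aspn*, *Postn* and *Ctgf*, and these rose by both stimuli, as did *Acta2*. The median of the 9 genes was -0.03 by GDF15 and -0.17 by TGF-β, at percentiles 71.8 and 16.6. The value by TGF-β depended on the pseudocount. It was -0.38 both with a pseudocount of 0.1 and without one, at percentiles 0.58 and 0.73, and its percentile was between 3.25 and 18.75 under the other alternatives. By GDF15 the percentile stayed between 18.47 and 80.1. *S100a4*, chosen after its values were seen, fell from an FPKM of 3817 to 2529 and 2942. Less the median change of genes of similar expression, this was 1.46 and 0.92 times the local spread. Its longest transcript has 498 bases, and genes of up to 800 bases had a median change of -0.39 by GDF15 and -0.22 by TGF-β. The trend with length may thus account for part of its fall. Of 41 chemokine genes, 8 had a mean FPKM of at least 1, with a median change of -0.23 by GDF15 (percentile 1.81) and -0.10 by TGF-β (percentile 40.4). With the trend of length and GC content removed, the former was -0.02.

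*Sned1* and *Mterfd2* fell in parallel, with a ratio of their FPKM of 1.15 in CTRL, 1.14 in GDF15 and 1.16 in TGF-β. Their exons overlap on opposite strands, and reads counted for both genes could produce this. Across 251 other overlapping pairs, the changes by GDF15 correlated by 0.0325 more (difference of Spearman's rho across genes) than in 559 convergent pairs without overlap (permutation test, one-sided, p = 0.334). The weaker partner of a gene with a mean FPKM of at least 50 had a median FPKM of 7.83 in 57 overlapping pairs and 7.14 in 209 others (permutation test, one-sided, p = 0.331). Most overlaps are shorter than the 1855 bases of this pair. In the 60 pairs that overlap by at least 1000 bases the changes correlated with a rho of 0.130, against 0.0129 in the convergent pairs. The weaker partner had a median FPKM of 7.86 in the 8 such pairs with a strong partner, and was under 1 in 1 of the 8, against 62 of the 209 pairs without overlap. These pairs are too few to decide. Double counting and a common regulation of the 2 genes cannot be told apart for this pair, because the file keeps neither reads nor strand.

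*Lgals6* and *Raet1b* appeared only after stimulation. If the expression estimate moved reads between near-identical paralogs, a paralog should fall while the sum of the family holds. *Lgals4* fell from 4.45 in CTRL to 2.83 and 2.54 while *Lgals6* rose to 1.43 and 1.05, and the largest change of their sum was 0.251 on the log2 scale in absolute value. A shift of reads from *Lgals4* may thus account for *Lgals6*. For *Raet1b*, which rose to 1.02 and 2.04, the 4 other members of its family fell in TGF-β, from a sum of 19.0 to 15.6, but none fell in GDF15, where their sum was 20.0, a change of 0.0734. Had they given up the whole rise by GDF15, their sum would have changed by -0.08, and the difference is smaller than the local spread of 0.20. A shift between paralogs and a rise of *Raet1b* itself cannot be told apart by GDF15, because the shift would be too small to see. The 2 rows with the symbol *Mecom*, chosen after their values were seen, changed by -1.29 and 1.28 by TGF-β, while their sum was 2.01 in CTRL and 2.14 in TGF-β.

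Symbols of the Sept and March families, which spreadsheets can turn into dates, are not among the 15554 rows. The RefSeq table used here lists 13 and 11 such protein coding genes. Of 166 other families of 10 to 20 members, 3 had no member among the symbols. A conversion by a spreadsheet is consistent with this, as it is with the upward count in the column names. These genes were not analysed here.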
